A study of Mus musculus with 24 samples. Its data were reported in "The pioneer factor SOX9 competes for epigenetic factors to switch stem cell fates" (2023).

How the data were processed

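Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters preferentially into open chromatin, in 24 mouse samples that fell into 12 groups of 2 biological replicates. The in vivo groups were epidermal stem cells (EpdSCs) sorted before (D0) and 1, 2, 6 and 12 weeks after doxycycline (DOX) switched on a Sox9 transgene. The labels gave the age of the mice as postnatal day 21 at D0, 28 at W1, 35 at W2 and 63 at W6. The W12 cells came from neonatal skin grafted onto immunocompromised hosts, so that week and tissue source were confounded for that list. The 7 culture groups were EpdSCs kept without DOX (noDOX) and 6 arms given DOX at 1 µg per ml: wild-type SOX9 (WT-SOX9), SOX9 without its DNA-binding HMG domain (ΔHMG-SOX9), SOX9 without its transactivation domain (ΔTA-SOX9), AFOS (a dominant-negative FOS that keeps AP1 factors off DNA), SOX9 with AFOS, and SOX9 with ARID1a (a subunit of the SWI/SNF chromatin remodeller). The labels gave a DOX day of 3 for some of the WT-SOX9, ΔHMG-SOX9 and ΔTA-SOX9 samples and none for the other DOX samples. Per the study's methods the WT-SOX9, ΔHMG-SOX9 and ΔTA-SOX9 proteins were delivered by lentivirus, and AFOS and ARID1a were delivered by lentivirus into cells with or without the Sox9 transgene. The noDOX list carries the label of the WT-SOX9 cells, and no uninduced list of the other arms was used here.

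Per the study's methods the authors aligned paired-end reads to GRCm38 with the PEPATAC pipeline, merged the alignments of both replicates of a group, called peaks on the merged reads with MACS2 while keeping duplicate reads, and removed peaks under a normalized score. Each group was therefore represented by 1 peak list, 12 lists in all, and no spread between replicates, no test across replicates and no leaving out of a replicate could be had. The peak score deposited by the authors was taken to be scaled to a common total within each list, which was inferred from the totals of the lists and is not stated in the files. The lowest score in all lists was 3. A score of 3 did not stand for the same strength of evidence in each list, as the lowest deposited −log10 q-value kept was 14.5 at D0, 9.37 at W1, 4.21 at W2, 5.74 at W6 and 10.1 at W12. The in vivo files also gave the MACS2 fold enrichment of each peak over local background, as deposited by the authors. The culture files held the score alone. Scores, fold enrichments and −log10 q-values are the authors' and were used here to describe, rank or filter peaks within a list. The peak names of the AFOS, SOX9+AFOS and SOX9+ARID1a lists record that fragments were the input, whereas those of the other 9 lists do not. These 3 arms may therefore also differ from noDOX in how peaks were called, which the names alone do not settle. Their widest peaks (2227 to 3583 bp) were narrower than those of the other culture lists (9245 to 10772 bp). The in vivo lists, without fragments in their names, had widest peaks of 3483 to 3592 bp, so width does not settle it either. Read depth is not given in the files and is unknown here. The culture lists held chromosomes 1 to 19 and X only, while the in vivo lists also held 12 to 19 peaks on Y and 20 to 33 on unplaced sequences.

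Peaks were merged into union regions when they overlapped by at least 1 bp, separately for the 5 in vivo lists, the 7 culture lists and all 12 lists. A region was present in a list that had a peak in it. In vivo regions were static when present in all 5 lists and dynamic otherwise, and regions gained and lost were counted for each of the 4 intervals between successive lists. In culture, a region was opened by an arm when absent without DOX and present in the arm, and closed when present without DOX and absent in the arm. The classes lost by W2 and not regained (present at D0, absent at W2, W6 and W12) and gained by W2 and kept (absent at D0 and W1, present at W2, W6 and W12) were set before the data were examined, as were the tests, the consensus sequences, the named loci and all alternatives not described below as added. The classes gained after W2 and present at W2 alone were defined later, before their motif content was computed.

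Proportions of regions were compared with Fisher's exact test, 2-sided, as log2 odds ratios with 95% intervals. Such a test treats regions as units and compares these lists, not the conditions, since regions are not replicates and no error between animals or cultures enters it. The lowest p computed was 1e-300. Shares carry 95% Wilson intervals, which cover counting error only. Consensus matches on either strand were sought in the central 200 bp of a region: ACAATRG or CYATTGT for SOX, TGASTCA for AP1, AGATAA or TTATCT for GATA, TGTGGT or ACCACA for RUNX, CCASYAGRKGGC for CTCF, and AGGTGTGA for TBX as a control with no reported change. The 24 tests of 6 motifs in 4 classes used all other dynamic regions as the background and were adjusted by the Benjamini-Hochberg method. Distances were taken from region centres to transcription start sites (TSSs) of the GENCODE annotation of GRCm38, the build of the files. Regions on unplaced sequences were left out of the motif and TSS tests (12 static and 30 dynamic regions). The regions named are those of 6 loci (Krt5, Ctnnb1, Runx1, Gata3, Trp63 and Vim, each with 10 kb on either side) and, for each of 4 classes, the 3 regions with the highest authors' score in the W12, D0, WT-SOX9 or noDOX list. Coordinates are 1-based on GRCm38.

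Arms compared with the same noDOX list share its chance peaks. The overlap of closed regions was therefore also computed after 1000 permutations within 20 bins of the noDOX score, and in 20 simulated sets of 7 unchanged lists. In the simulation, true log2 scores were the observed noDOX scores extended 4 log2 units under the threshold, and each list added independent noise (SD 1.11 log2 units) at which unchanged lists lost 17.3% of noDOX regions, the smallest share that any arm lost. That noise is an upper level, because it assigns all of that loss to chance. A region absent without DOX enters the union only because another list has it, which pushes odds ratios between 2 arms over such regions downwards. An added alternative kept only regions with a peak in at least 1 list not among those compared.

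The alternatives were a score of at least 5, size-matched lists (the highest-scoring peaks of each list, as many as the shortest list has), an overlap of at least 50% of the shorter peak, the central 200 bp of each peak, chromosomes 1 to 19 and X, merging of peaks within 100 bp, presence at W6 or W12 as persistence, a distance of 5 kb to the TSS, scanning of the full region for motifs, matching on GC content (10 bins) and width (5 bins), and noDOX regions above the median noDOX score. The 50% rule was applied by linking peaks that overlapped each other by that share, because a peak lies wholly within its own union region. The chromosome alternative changes nothing in the culture lists. Alternatives added after the data were seen were a common −log10 q minimum of 15 in the in vivo lists, size matching by fold enrichment, noDOX regions with a D0 peak, and regions known from lists not compared. A count, or a log2 ratio of counts, was taken as unchanged within a factor of 1.5.

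Peaks confined to exons were those lying within 100 bp of the borders of an exon past the first. For named genes the exons were those of the transcript with the longest coding sequence, and for the genome-wide screen those of any coding transcript. The region and test code was checked on 20000 simulated regions and on sequences with planted motifs, where 18 of 18 quantities were recovered exactly and 5.25% of 400 tests without an effect gave p under 0.05. The scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, intervaltree 3.1.0 and matplotlib 3.10.9.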

Results

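ATAC-seq was carried out on EpdSCs of mice carrying a DOX-inducible Sox9 transgene and on cultured EpdSCs, in 24 samples that make up 12 groups of 2. The authors merged the replicates of a group before calling peaks, so each group gave 1 peak list and no value below has a replicate check. The in vivo lists held 57334 peaks at D0, 57767 at W1, 64095 at W2, 75956 at W6 and 71503 at W12. The culture lists held 53093 peaks for noDOX, 52278 for WT-SOX9, 51701 for ΔHMG-SOX9, 56959 for ΔTA-SOX9, 60231 for AFOS, 49458 for SOX9+AFOS and 57982 for SOX9+ARID1a. Median peak widths ranged from 411 bp (SOX9+ARID1a) to 577 bp (W1), and covered sequence from 26.9 Mb (SOX9+ARID1a) to 40.2 Mb (W12). With a score of at least 5 the lists shortened to between 38572 (SOX9+AFOS) and 55464 peaks (W6).

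The genes delivered by the constructs were examined as a check on the labels, since a coding sequence without introns gives peaks that stop at exon borders. Sox9 lies on the plus strand of chromosome 11 and has 3 exons, the last spanning 112784672 to 112787760 with coding sequence to 112785507. A peak confined to exon 3 was present at D0 (authors' score 13.5), W2 (15.1), W6 (9.22) and W12 (8.84) and absent at W1. All 4 exon 3 peaks ended before the stop codon, and none of the 12 lists had a peak in the 2253 bp of the 3′ untranslated region. The W1 list is therefore called the list labelled W1 where a direction is first drawn from it, and W1 below is short for that list. A peak under the threshold would also be missing. In culture, 1 peak of 3425 bp ran from exon 1 through exon 3 in the WT-SOX9 list, 1 of 2902 bp did so in the ΔHMG-SOX9 list, and the ΔTA-SOX9 peak stopped within exon 2. Separate peaks in exons 2 and 3 were present in the SOX9+AFOS (scores 4.61 and 5.11) and SOX9+ARID1a lists (4.14 and 3.71). The noDOX list had a weak exon 3 peak (score 3.71) and none in exon 2. The exon 3 score therefore did not separate SOX9+ARID1a from noDOX. The AFOS list had a peak over exon 1 alone. No Fos exon past the first had a peak in any of the 12 lists, so AFOS could not be checked in this way.

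Arid1a lies on the minus strand of chromosome 4 and has 20 exons in the transcript with the longest coding sequence. The SOX9+ARID1a list had 12 peaks confined to exons past the first, with scores up to 38.2. The AFOS list had 8 such peaks and the SOX9+AFOS list 7, whereas noDOX, ΔHMG-SOX9 and ΔTA-SOX9 had 1 each, in the last exon, and WT-SOX9 and the 5 in vivo lists had 0. The highest score was at exon 8 (133693758 to 133694070, coding throughout) in SOX9+ARID1a and in AFOS, where it was 8.69. In a screen of all genes, Arid1a had the largest number of exon-confined peaks in these 3 lists (9 in AFOS over the exons of any transcript, against at most 4 for any other gene).

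**Figure D1:**
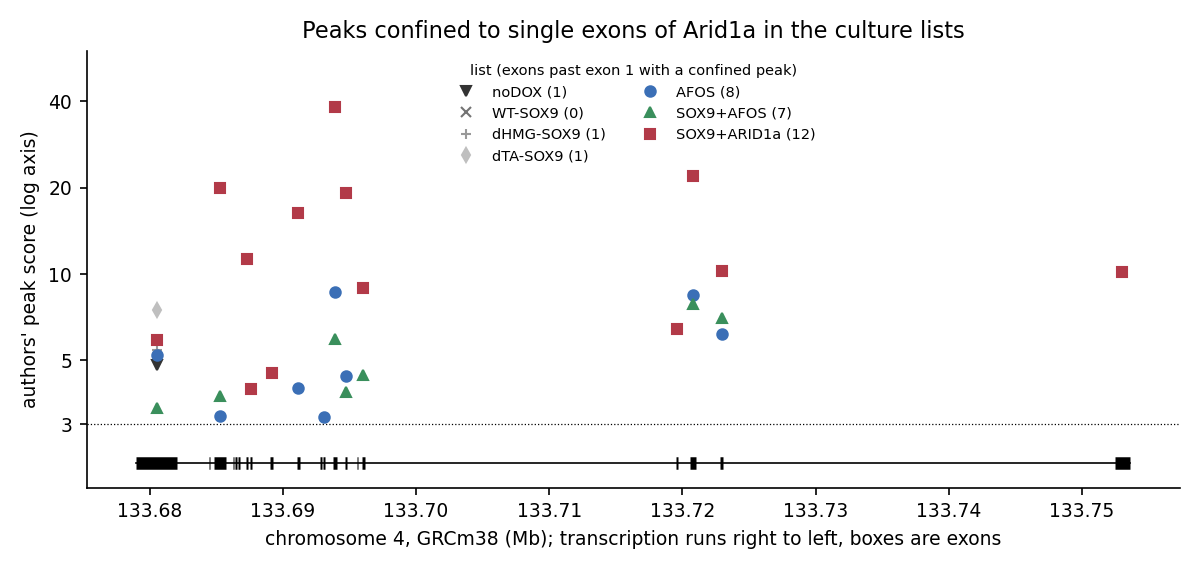
Authors' peak score (log axis) of peaks confined to single Arid1a exons, plotted at the exon's midpoint along chromosome 4 (Mb) for the 7 culture lists, with exons as boxes, the threshold score of 3 as a dotted line and, in brackets, the number of exons past exon 1 that had a confined peak. SOX9+ARID1a had 12 such exons, AFOS 8 and SOX9+AFOS 7, and each of the other 4 lists had 1 at most.

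To ask how accessibility changed after SOX9 induction in vivo, the 5 lists were merged into 98240 union regions. Of these, 37116 (37.8%, 95% interval 37.5 to 38.1%) were present in all 5 lists and were static, and 61124 (62.2%) were dynamic. The static count moved most with a common −log10 q minimum, to 25703. From D0 to the list labelled W1, 8816 regions were gained and 7162 lost. From there to W2 the numbers were 17776 gained and 14304 lost, from W2 to W6 they were 19458 and 6673, and from W6 to W12 they were 10099 and 14027. The interval from W1 to W2 had the most changed regions (32080), 1.23 times as many as the next largest (log2 ratio 0.30, and 0.63 with size-matched lists). The balance of gained to lost regions depended on the threshold. From W1 to W2 the log2 ratio of gained to lost was 0.31, against -0.20 with size-matched lists and -1.42 with a common −log10 q minimum, and from W6 to W12 it was -0.47, against 0.01 and 2.04. From D0 to W1 it was 0.30, against -1.63 with the common −log10 q minimum. From W2 to W6 it was 1.54 and stayed positive in all 8 alternatives, from 0.15 to 1.88.

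**Figure D2:**
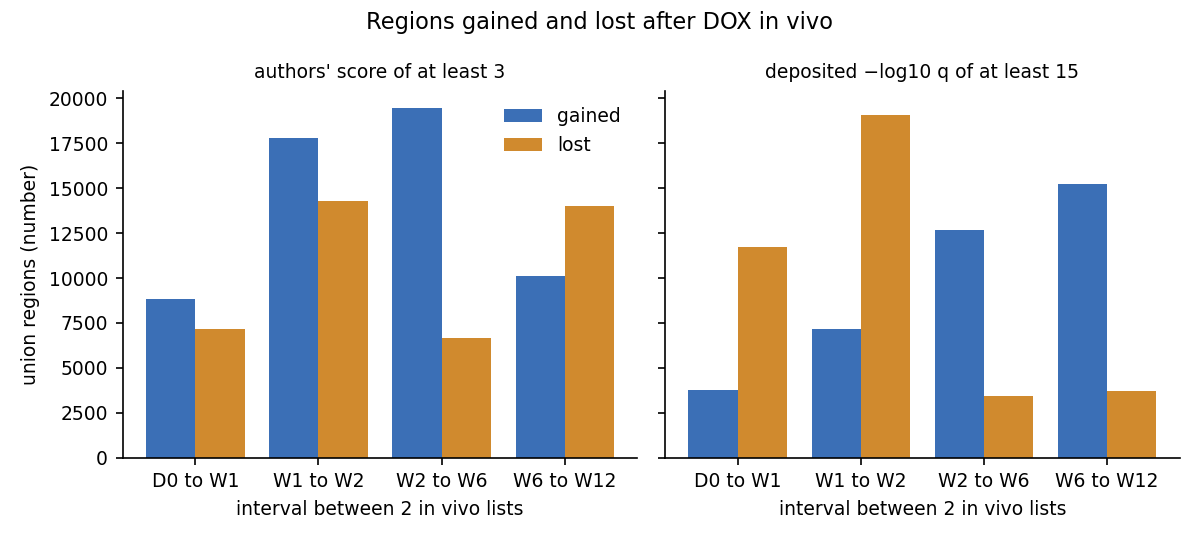
Number of union regions gained (blue) and lost (orange) in each interval between successive in vivo lists, with peaks kept by the authors' score of at least 3 (left) and by a deposited −log10 q of at least 15 (right). From W1 to W2, 17776 regions were gained and 14304 lost on the left, and 7156 were gained and 19088 lost on the right.

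To ask whether what opened by W2 stayed open, regions absent at D0 and W1 and present at W2 were compared with regions absent at D0 and W2 and present at W1. Of 13758 regions in the former set, 57.1% (95% interval 56.3 to 57.9%) were present at both W6 and W12, against 10.3% (9.63 to 11.1%) of 6477 in the latter (log2 odds ratio 3.53, 3.40 to 3.65, Fisher's exact p at the floor of 1e-300). The latter regions had by definition already been lost once by W2. The odds ratio moved most with the common −log10 q minimum, to 5.35. Static and dynamic regions were compared by distance to genes. The region centre lay within 1 kb of a TSS for 38.0% of static and 11.8% of dynamic regions (log2 odds ratio 2.19, 2.14 to 2.24, and 1.26 within 5 kb, Fisher's exact p at the floor of 1e-300), and the median distances were 3767 and 9851 bp. Static regions were also wider, with a median of 783 bp against 415 bp.

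Consensus matches were compared between classes of dynamic regions to ask which factors the changes follow. Of the 5492 regions lost by W2 and not regained, 23.1% had a GATA match against 10.7% of other dynamic regions (log2 odds ratio 1.33, 1.23 to 1.42). This value moved most with size matching by fold enrichment, to 0.84. CTCF (-1.88), SOX (-1.74), AP1 (-1.09) and RUNX (-0.62) matches were less frequent in this class. Of the regions gained by W2 and kept, 12.2% had a SOX match against 5.84% (log2 odds ratio 1.16, 1.05 to 1.27), AP1 (0.46) and RUNX (0.28) were more frequent, and GATA was less frequent (-0.71, against 0.05 when the full region was scanned). Of the 6773 regions gained after W2, 39.9% had an AP1 match against 19.6% (log2 odds ratio 1.45, 1.37 to 1.52). RUNX (0.69) and SOX (0.28, and 0.27 to 1.03 over the alternatives) matches were also more frequent, and GATA matches were less frequent (-0.84). The 2531 regions present at W2 alone had more SOX matches (0.63, against -0.09 when the full region was scanned) and fewer AP1 matches (-1.47). GATA matches were more frequent there (0.345, against -0.41 when the full region was scanned), as in lost regions, and RUNX matches were less frequent (-0.55). CTCF matches were also less frequent in regions gained by W2 and kept (-1.56), gained after W2 (-0.67) and present at W2 alone (-0.50). The adjusted exact p-values of these comparisons were at most 9.63e-05, except 0.0172 for CTCF in regions present at W2 alone. The CTCF value in lost regions depended on the threshold and was -0.04 with the common −log10 q minimum. The TBX control gave 0.35 in regions gained after W2 (adjusted exact p 0.0191) and did not pass the threshold in the other 3 classes. With the full region scanned it also passed in regions gained by W2 and kept (0.32, adjusted exact p 0.00132) and in regions present at W2 alone (-0.72, adjusted exact p 7.3e-04). In regions gained after W2 it was higher with size matching by fold enrichment (0.52, adjusted exact p 0.00582) and the central 200 bp (0.42, adjusted exact p 0.00431), and it did not pass with matched GC content and width (0.18), size-matched lists (0.37), a score of at least 5 (0.10) or the common −log10 q minimum (-0.03).

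Among the loci named beforehand, the Runx1 window (chromosome 16, gene body 92601466 to 92826149) held 29 in vivo regions, of which 6 were gained by W2 and kept and 2 were lost by W2 and not regained. The Trp63 window (chromosome 16, gene body 25683763 to 25892102) held 31 regions, with 5 gained by W2 and kept and 1 lost. The Ctnnb1 window (chromosome 9, gene body 120929216 to 120960507) held 6 regions, 4 static and 2 gained by W2 and kept. The Gata3 window (chromosome 2, gene body 9857078 to 9890034) held 8 regions, 3 static, 1 gained by W2 and kept and 0 lost by W2. An intron region there (9859968 to 9860641), singled out after its values were seen, went from a score of 36.7 at D0 and 44.0 at W1 to 14.2 at W2, no peak at W6 and 3.29 at W12. The Krt5 window (chromosome 15, gene body 101707070 to 101712898) held 12 regions, 3 of them static. The Vim window (chromosome 2, gene body 13573927 to 13582826) held 3 regions, 2 of them static. Neither window had a region gained by W2 and kept or lost by W2 and not regained. With a score of at least 5 the W2 list kept 14 of its 22 Trp63 peaks. The highest-scoring region gained by W2 and kept was intergenic, on chromosome 17 from 61281037 to 61281678 (W12 score 55.0). The highest-scoring region lost by W2 and not regained lay in an intron of 1600014C10Rik, on chromosome 7 from 38187761 to 38188231 (D0 score 99.6), 1725 bp from its TSS. The other 2 of each class were intergenic except for 1 lost region in an intron of Pde4d (chromosome 13, 108687944 to 108688658, D0 score 45.0).

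In culture, each arm was set against the noDOX list over a union of 97078 regions, of which 52401 were present without DOX. WT-SOX9 opened 14021 regions and closed 14641 (27.9% of noDOX regions, 95% interval 27.6 to 28.3%). ΔHMG-SOX9 opened 7905 and closed 9674 (18.5%), ΔTA-SOX9 opened 14337 and closed 10072 (19.2%), AFOS opened 15439 and closed 9082 (17.3%), SOX9+AFOS opened 13970 and closed 18268 (34.9%), and SOX9+ARID1a opened 12882 and closed 10748 (20.5%). The count opened in AFOS moved most, to 10119 with size-matched lists. Size matching also turned the balance of opened to closed regions for AFOS (10119 to 10560), SOX9+ARID1a (9625 to 11709) and WT-SOX9 (13405 to 13279). The balance kept its direction for ΔHMG-SOX9, ΔTA-SOX9 and SOX9+AFOS. Regions closed in all 6 arms numbered 1364 (2.60%).

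To ask whether ΔHMG-SOX9 closed what WT-SOX9 closed, noDOX regions were compared by their state in both arms. The 6176 regions closed in both made up 63.8% (95% interval 62.9 to 64.8%) of those closed by ΔHMG-SOX9 and 42.2% of those closed by WT-SOX9 (log2 odds ratio 2.84, 2.77 to 2.91, Fisher's exact p at the floor of 1e-300). The odds ratio moved most among noDOX regions that also had a D0 peak, to 3.52. Permuting the ΔHMG-SOX9 state within 20 bins of the noDOX score gave a median of 5297 shared regions (54.8%) and at most 5412, and 0 of 1000 permutations reached the observed number (permutation p 9.99e-04, the smallest they can give). In simulated unchanged lists that share a noDOX list, the log2 odds ratio was 3.19 (3.10 to 3.26 over 20 sets), above the observed value. Pooled over the 20 score bins the log2 odds ratio was 0.97, against 2.08 in the simulated lists. Most closure lay at weak noDOX peaks, as 5.72% of noDOX regions above the median score and 50.2% of those under it were closed by WT-SOX9.

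Regions closed by WT-SOX9 were closed more often than those it kept in each of the other arms. The log2 odds ratios were 2.15 for ΔTA-SOX9, 2.45 for AFOS, 3.59 for SOX9+AFOS and 2.53 for SOX9+ARID1a, with Fisher's exact p at the floor of 1e-300 in all 4. Of the regions closed by WT-SOX9, 74.5% (95% interval 73.8 to 75.2%) were also closed in SOX9+AFOS and 43.3% (42.5 to 44.1%) in SOX9+ARID1a, against 37.8% in ΔTA-SOX9 and 37.0% in AFOS. Only the SOX9+AFOS value lay above the range of the simulated unchanged lists. That range holds for 1 level of noise, at which lists lost 17.3% of noDOX regions, whereas WT-SOX9 lost 27.9% and SOX9+AFOS 34.9%. A value above the range therefore does not exclude unchanged lists with other noise. Pooled over score bins the SOX9+AFOS value was 2.52, against 0.22 for ΔTA-SOX9, 0.66 for AFOS and 0.67 for SOX9+ARID1a.

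To ask whether other arms opened what WT-SOX9 opened, the share of its opened regions with a peak in an arm was compared with the share among all other regions absent without DOX. The latter regions are in the union only because another list has them, which lowers these odds ratios by construction. They were -1.03 for ΔHMG-SOX9, -2.45 for ΔTA-SOX9, -1.94 for AFOS, 0.29 for SOX9+AFOS and 1.02 for SOX9+ARID1a on the log2 scale, with Fisher's exact p at most 3.35e-20. Among regions known from lists not compared they were 1.06, 0.25, 0.76, 3.19 and 3.55, so that the direction changed for ΔHMG-SOX9, ΔTA-SOX9 and AFOS. In that comparison 51.6% of WT-SOX9-opened regions had a peak in SOX9+ARID1a, 46.8% in SOX9+AFOS, 22.9% in AFOS, 16.2% in ΔTA-SOX9 and 15.9% in ΔHMG-SOX9. In simulated unchanged culture lists the median log2 odds ratio was 0.79 over the union and 1.72 over regions known from the other simulated lists. Over the union, SOX9+ARID1a exceeded the simulated median, and SOX9+AFOS, ΔHMG-SOX9, ΔTA-SOX9 and AFOS lay under it. The latter median is not a like comparison. The simulated sets held culture lists only, whereas the observed values also took in regions known from the in vivo lists. Such regions without a peak in either arm raise the observed odds ratios, so no conclusion is drawn from the latter median.

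**Figure D3:**
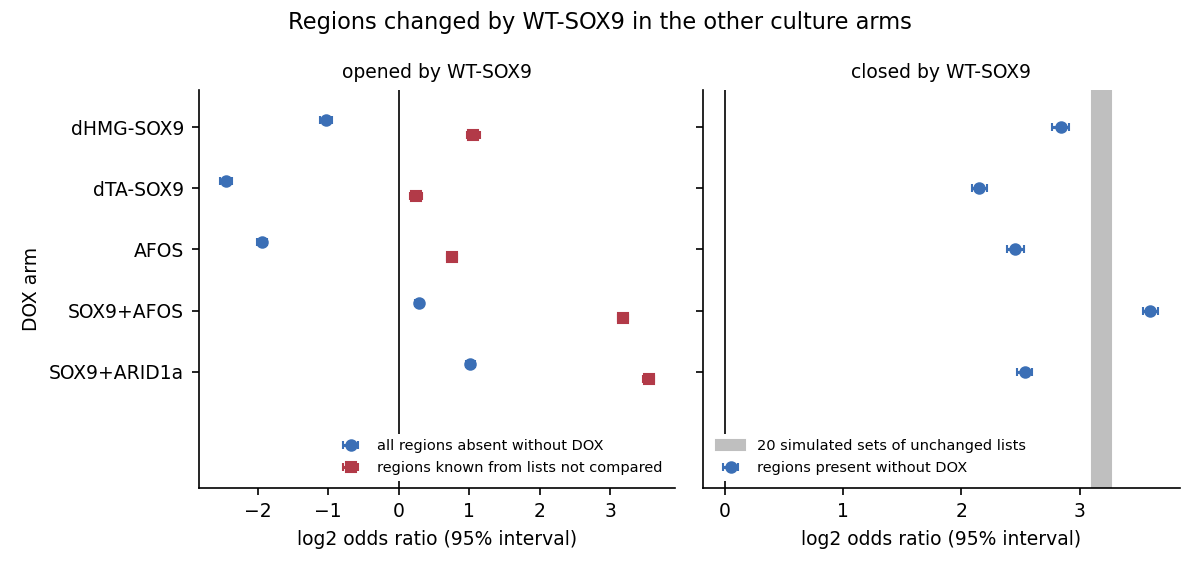
Log2 odds ratios with 95% intervals, by DOX arm, for regions opened (left) or closed (right) by WT-SOX9. On the left, circles cover all regions absent without DOX (-2.45 to 1.02) and squares the regions known from lists not compared (0.25 to 3.55). On the right, circles cover regions present without DOX, and the grey band spans 20 simulated sets of unchanged lists (3.10 to 3.26), exceeded by SOX9+AFOS at 3.59.

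Consensus matches in culture were computed after the data were seen. SOX matches were present in 16.8% of regions opened by WT-SOX9, 11.5% by SOX9+ARID1a, 9.28% by SOX9+AFOS, 5.32% by AFOS, 4.88% by ΔHMG-SOX9 and 4.39% by ΔTA-SOX9. AP1 matches were present in 4.32% of regions opened in SOX9+AFOS and in 35.7% of those it closed, against 14.2% of those it kept. In AFOS the order was the opposite, with AP1 matches in 30.0% of opened, 19.2% of closed and 22.3% of kept regions, and for this reason it is called the list labelled AFOS where a direction is drawn from it. ΔTA-SOX9 had the same order as AFOS, with 32.7% of opened regions and a log2 odds ratio of -0.29 between closed and kept regions (Fisher's exact p 1.55e-13), and WT-SOX9 had that of SOX9+AFOS (11.8%, 29.9% and 18.6%).

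**Figure D4:**
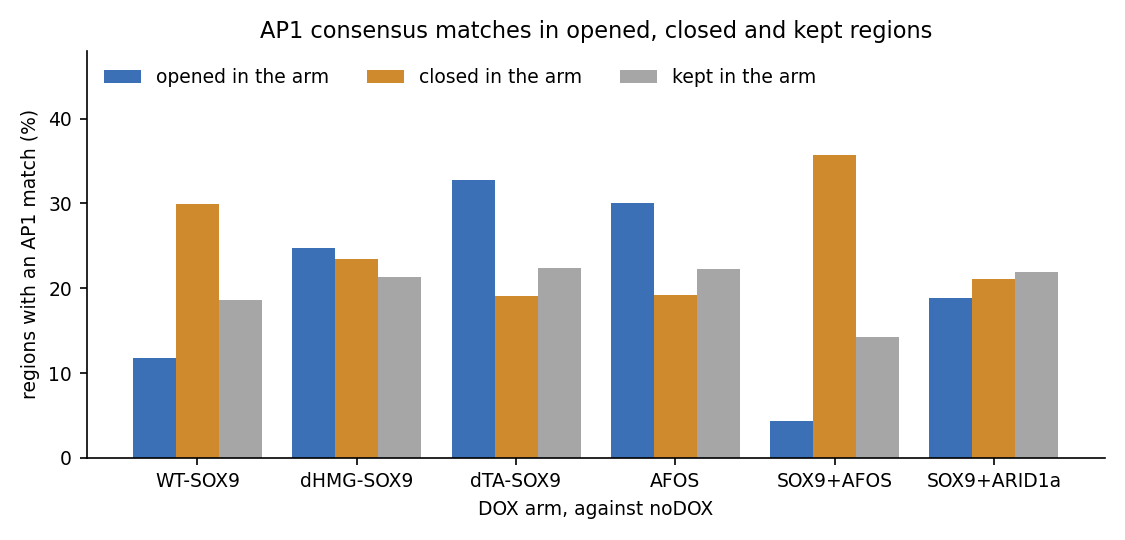
Percent of regions with an AP1 consensus match among regions opened (blue), closed (orange) and kept (grey) in each DOX arm against noDOX. In SOX9+AFOS the share was 4.32% of opened and 35.7% of closed regions, and in AFOS 30.0% of opened and 19.2% of closed regions.

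Both systems were compared over the union of all 12 lists, with 134385 regions. Of the regions present at D0 and without DOX, those lost by W2 were closed by WT-SOX9 in 48.6% (95% interval 46.6 to 50.6%) of 2334 cases and those kept at W2 in 13.6% of 29658 (log2 odds ratio 2.58, 2.46 to 2.71, Fisher's exact p at the floor of 1e-300). Peak strength was not matched in this comparison, and most WT-SOX9 closure lay at weak noDOX peaks. Regions weak in both systems could therefore raise this value without a shared effect of SOX9. Of the regions absent at D0 and without DOX, WT-SOX9 opened 21.2% of those gained by W2 and 20.3% of the others (log2 odds ratio 0.08, 0.01 to 0.15, Fisher's exact p 0.0331). This second value is lowered by construction as above. It was negative in 3 alternatives and 1.19 among regions known from lists not compared (24.7% against 12.5%).

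Of the 3 highest-scoring regions opened by WT-SOX9, 1 was intergenic (chromosome 18, 3896629 to 3897373, score 101.9) and was open in all 6 DOX arms. The other 2, in an intron of Otogl (chromosome 10, 107909531 to 107910185, score 90.6) and in a noncoding exon of Fam102a (chromosome 2, 32559272 to 32560116, score 88.8), were open in WT-SOX9, SOX9+AFOS and SOX9+ARID1a. The 3 highest-scoring regions closed by both WT-SOX9 and ΔHMG-SOX9 had noDOX scores of 22.7 to 26.1, the highest in an intron of 2210406O10Rik (chromosome 5, 36457703 to 36458126), where ΔTA-SOX9 and AFOS kept a peak. In the named windows WT-SOX9 closed 6 of 14 noDOX regions at Trp63, 4 of 16 at Runx1, 1 of 5 at Ctnnb1, 0 of 4 at Gata3, 0 of 7 at Krt5 and 0 of 1 at Vim.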

Values the study reported

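Among the in vivo accessible regions, the study counted 38,079 as static and 62,626 as dynamic. In culture, it described nearly 10,000 regions closing and more than 8,000 opening when the SOX9 variant without the HMG domain was induced. Of the regions that closed with this variant, 64% were reported to close with wild-type SOX9 too.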

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

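The tests on exon borders and on the score profiles over Arid1a exons were chosen only after the exon-confined peaks were seen. The tests of library mixing were written before their results were known, except that the part at the highest exon score was added and the last exon left out only later.

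Peaks confined to Arid1a exons past the first appeared in lists whose labels name no Arid1a construct, namely 8 in the AFOS list and 7 in the SOX9+AFOS list, against at most 1 in noDOX, WT-SOX9, ΔHMG-SOX9 and ΔTA-SOX9. These peaks were not removed, so 7 of the 15439 regions opened in AFOS and 6 of the 13970 opened in SOX9+AFOS are Arid1a exons. The last exon also had a confined peak in noDOX, ΔHMG-SOX9 and ΔTA-SOX9 and was left out of the tests below. Mixing of whole AFOS and SOX9+ARID1a libraries was tested on regions opened by WT-SOX9 and SOX9+ARID1a and absent from noDOX, ΔHMG-SOX9 and ΔTA-SOX9. Of 1033 such regions with a SOX9+ARID1a score of at least 11.3, the median of its Arid1a exon peaks, 10.9% had an AFOS peak, whereas 5 of the 6 Arid1a exon peaks at or above that score did (Fisher's exact p 9.55e-05). Of the 32 such regions at or above the highest exon score, 12.5% had an AFOS peak. Mixing would raise both alike, so the values argue against it for the AFOS list.

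For the SOX9+AFOS list mixing stays open. Of 207 regions that SOX9+ARID1a has with such a score and that noDOX, WT-SOX9, ΔHMG-SOX9, ΔTA-SOX9 and AFOS lack, 59.4% had a SOX9+AFOS peak, against 4 of the 6 exon peaks (Fisher's exact p 1). Regions opened by SOX9 in both arms would give the same share, so mixing and shared opening cannot be told apart there. Accessible chromatin at the endogenous gene also stays open. In both lists together, 9 of 9 Arid1a peaks over exons that are neither first nor last in any transcript were confined to an exon (100%), but this restates what was seen, and 1 other gene had as many such peaks, too few for a rank among genes. The highest share among the 18 other genes with at least 5 such peaks was 28.6%.

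Arid1a construct DNA in the libraries, from carried-over plasmid, virus or amplified insert, or from cells that had received that vector, is a candidate explanation. Of 11 Arid1a exon peaks of SOX9+ARID1a, the 7 overlapped by an AFOS peak had the higher scores, by 1.53 on the log2 scale (exact permutation p 0.0182, 2-sided), as 1 insert seen at a lower level would give. For the 6 overlapped by a SOX9+AFOS peak the difference was 1.26 (exact permutation p 0.0390, 2-sided). With the last exon included the differences were 1.34 (exact permutation p 0.0283) and 1.03 (exact permutation p 0.0808), so the result for SOX9+AFOS depended on that exon. A weaker copy of the SOX9+ARID1a signal from mixed libraries would also keep the highest peaks. The score differences therefore do not tell construct DNA from mixing, which stays open for SOX9+AFOS. These routes were not separated from each other, and the peak names of the AFOS, SOX9+AFOS and SOX9+ARID1a lists also share the record of fragments as input. Apart from accessible chromatin at the endogenous gene, no biological explanation was tested, since no group of the design carries Arid1a without SOX9.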

How the results depend on the processing

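The common −log10 q minimum, size matching by fold enrichment, noDOX regions with a D0 peak and regions known from lists not compared were chosen only after results were seen, and the other alternatives were fixed beforehand. No paired analysis was possible because the authors merged both replicates of each group before calling peaks, which also rules out leaving out a replicate. The unknown read depth limits all counts of gained and lost regions, since a missing peak can be a peak under the threshold. Among the main results 497 values kept their direction and side of the threshold, or stayed within a factor of 1.5, and 27 reversed, 5 moved further, 8 kept their direction but no longer passed the significance threshold and 1 newly passed it. Of the counts at named loci and regions 207 stayed within a factor of 1.5 and 9 moved further, all with a score of at least 5. Where no cause is given, the cause was not tested. Chromosomes 1 to 19 and X and merging within 100 bp changed none of these. Persistence (log2 odds ratio 3.28 to 5.35), TSS proximity (1.26 to 2.36), SOX matches in regions gained by W2 and kept (1.12 to 1.76), AP1 matches in regions gained after W2 (1.28 to 1.72), GATA matches in regions lost by W2 (0.84 to 1.35), closure shared by WT-SOX9 and ΔHMG-SOX9 (2.74 to 3.52) and loss in both systems (2.28 to 2.83) kept their direction in every alternative run. Simulated unchanged lists gave 3.10 to 3.26 for shared closure, so its direction alone is no evidence of a shared effect. No alternative matched peak strength for loss in both systems.

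Size-matched lists turned the log2 ratio of gained to lost regions to -0.20 from W1 to W2 and 0.0091 from W6 to W12 and moved it to 0.19 from W2 to W6, and size matching by fold enrichment gave -0.14, 0.0118 and 0.15. Equal list lengths remove most of the net change by construction. The common −log10 q minimum gave -1.63 from D0 to W1, -1.42 from W1 to W2 and 2.04 from W6 to W12, with 16113 regions changed from W2 to W6. A score of at least 5 moved the W2 to W6 ratio to 0.90. With size-matched lists AFOS opened 10119 regions, and WT-SOX9-opened regions in SOX9+AFOS reversed to -0.13.

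Among regions known from lists not compared, WT-SOX9-opened regions reversed to 1.06 in ΔHMG-SOX9, 0.25 in ΔTA-SOX9 and 0.76 in AFOS. The regions of the main comparison are in the union only through other lists, which lowers its values. The alternative also took in regions known from the in vivo lists, which raises them. The part of each in the reversals was not tested. Gain in both systems reversed to -0.0503 with a score of at least 5, -0.0596 with size-matched lists and -0.14 with the central 200 bp, and was 0.0724 and no longer past the threshold with 50% overlap.

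Scanning the full region reversed GATA (0.0480) and the TBX control (0.32) in regions gained by W2 and kept, where TBX then passed the threshold (adjusted exact p 0.00132), TBX in regions lost by W2 (0.0339), and SOX (-0.0851) and GATA (-0.41) in regions present at W2 alone, where TBX passed the threshold (-0.72). In regions gained by W2 and kept, TBX also reversed, without passing the threshold, with matched GC content and width (0.0271), a score of at least 5 (0.0062), size-matched lists (0.0158), the central 200 bp (0.1024), the common −log10 q minimum (0.0368) and size matching by fold enrichment (0.0068), and in regions present at W2 alone with size-matched lists (0.0433). TBX in regions gained after W2 lost the threshold with matched GC content and width (0.18), a score of at least 5 (0.10) and size-matched lists (0.37) and reversed with the common −log10 q minimum (-0.0271). In regions present at W2 alone, GATA lost it with size-matched lists (0.15) and the central 200 bp (0.12), and CTCF with a score of at least 5 (-0.26). CTCF in regions lost by W2 lost it with the common −log10 q minimum (-0.0437).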

Other observations

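The test of the W1 threshold, the test of the score threshold on gained and lost regions, the comparison of closure within score bins with simulated lists, and the test of AP1 matches shared with ΔHMG-SOX9 or ΔTA-SOX9 were chosen only after related results were seen. The test of weak noDOX peaks was written beforehand with an expected value near 0, and the comparison with simulated lists replaced that reading only after the result was seen. The other tests in this part were written before their results were known.

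The list labelled W1 had no peak in Sox9 exon 3, whereas D0, W2, W6 and W12 each had 1. The lowest −log10 q of those 4 peaks was 21.3, while the W1 list kept peaks down to 9.37, so that a stricter threshold at W1 is argued against as the reason. A weaker signal under the threshold remains open, as a missing peak excludes nothing. If the W1 libraries lacked an active transgene, SOX matches should be no more frequent in regions gained from D0 to W1 than in regions lost. They were present in 3.18% of gained and 5.13% of lost regions (log2 odds ratio -0.72, Fisher's exact p 5.75e-10). A transgene that had not yet opened chromatin by W1 would give the same motif result, which therefore does not decide whether the W1 libraries carried an active transgene. By other assays the paper reports nuclear SOX9 and SOX9 binding to chromatin at W1, with accessibility at bound sites rising only from W1 to W2. The open point concerns these ATAC-seq libraries alone. A slow response would not remove the exon 3 peak, which was present at D0 before DOX (score 13.5). In the same comparison AP1 matches were present in 8.70% of gained and 26.1% of lost regions, and CTCF matches in 6.87% and 2.03%. The difference named by the design, a week of DOX, was not tested as a reason for the missing peak.

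AP1 matches were frequent in regions opened in the list labelled AFOS (30.0%), although AFOS is meant to keep AP1 off DNA. If active AFOS was missing from these cells, AP1 matches should be no more frequent among closed than among kept regions. Pooled over 20 noDOX score bins the log2 odds ratio was -0.55 for AFOS (without bins, 19.2% of closed and 22.3% of kept regions, Fisher's exact p 4.74e-11), against 2.11 for SOX9+AFOS and 1.06 for WT-SOX9. The value was also negative for ΔTA-SOX9 (-0.59) and for SOX9+ARID1a (-0.32), neither of which carries AFOS, and it was -0.01 for ΔHMG-SOX9. A negative value is therefore not specific to missing AFOS activity, and little AFOS activity in that list and active AFOS with other changes on top cannot be told apart by this test. Of the AFOS-opened regions with an AP1 match, 63.4% (2939 of 4638) also had a peak in ΔHMG-SOX9 or ΔTA-SOX9, and AP1 matches were present in 32.0% of AFOS-opened regions shared with these arms and 27.1% of those not shared (Fisher's exact p 7.51e-11). Of all AFOS-opened regions 59.4% were shared in this way, and arms compared with the same noDOX list share opened regions in any case, so the test does not decide whether a state of the noDOX cells contributes. That state stays open, as does AFOS itself, the difference named by the design, which was not tested apart.

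Regions closed by WT-SOX9 tended to be closed by ΔHMG-SOX9 and ΔTA-SOX9 too. Chance noDOX peaks were examined among the 31992 noDOX regions that also had a D0 peak, where the log2 odds ratio of closure in WT-SOX9 and ΔHMG-SOX9 was 3.52 (Fisher's exact p at the floor of 1e-300). Both closures are measured against the same noDOX list, simulated unchanged lists gave 3.19 over all noDOX regions, and no value without change was had for this subset, so the test does not decide and chance noDOX peaks stay open. Above the median noDOX score the log2 odds ratio for ΔTA-SOX9 was 2.27, which by the expected value near 0 would argue against weak noDOX peaks near the threshold. Simulated unchanged lists, which share a noDOX list in the same way, gave 3.45 there, so weak noDOX peaks near the threshold and true shared closure cannot be told apart by that test. Unequal peak strength under sampling noise was examined within score bins, where the pooled log2 odds ratio for ΔHMG-SOX9 was 0.97 and that of 20 simulated sets of unchanged lists 1.95 to 2.16. Above the median noDOX score the simulated lists lost 4.24% of regions, while ΔHMG-SOX9 closed 2.11%, AFOS 2.78%, SOX9+ARID1a 3.10%, ΔTA-SOX9 3.16%, WT-SOX9 5.72% and SOX9+AFOS 15.3%. The simulated noise was thus larger than ΔHMG-SOX9, ΔTA-SOX9, AFOS and SOX9+ARID1a allow at strong peaks, and any low value would pass against such an upper level, so this comparison does not decide between noise and true shared closure.

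Of regions closed by WT-SOX9, fewer were closed in SOX9+ARID1a (43.3%) than in SOX9+AFOS (74.5%). Less SOX9 activity with ARID1a would leave fewer SOX matches among the regions it opened. They were more frequent in the 7194 regions opened in SOX9+ARID1a alone of the 2 arms (10.9%) than in the 8282 opened in SOX9+AFOS alone (7.26%, log2 odds ratio 0.65, Fisher's exact p 1.5e-15). The arms also differ in AFOS, which may itself change which regions open. AP1 matches were present in 4.32% of regions opened in SOX9+AFOS and 18.8% of those opened in SOX9+ARID1a. The test therefore does not decide whether SOX9 activity was lower than in SOX9+AFOS. The share in all regions opened by SOX9+ARID1a (11.5%) was under that of WT-SOX9 (16.8%), so lower activity than in WT-SOX9 stays open, as do effects of added ARID1a and of AFOS, which the design names and which were not tested apart. A processing batch was weighed because the peak names of AFOS, SOX9+AFOS and SOX9+ARID1a record fragments as the input. Of the 35 sets of 3 culture lists, these shared 379 regions that no other list had and ranked 7 by that count, behind WT-SOX9 with SOX9+AFOS and SOX9+ARID1a (2352) and ΔHMG-SOX9 with ΔTA-SOX9 and AFOS (2260). Sharing by batch did not lead, but no list of that batch lacks a DOX construct, so batch and arm cannot be told apart for these 3 lists.

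More regions were gained than lost from the list labelled W1 to W2 with the authors' threshold. With 1 common −log10 q minimum of 15 the log2 ratio was -1.42, with 7156 gained and 19088 lost, so unequal stringency of the score threshold is a candidate explanation for the net gain. A common q minimum is not neutral either, since q also follows depth, which is unknown: it kept 56849 peaks at D0, 47559 at W1, 36268 at W2, 45348 at W6 and 57336 at W12. A net gain caused by SOX9 remains open and was not tested apart.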
